# Neutrophil extracellular traps impair regeneration

**DOI:** 10.1111/jcmm.16896

**Published:** 2021-10-08

**Authors:** Eric Wier, Mayumi Asada, Gaofeng Wang, Martin P. Alphonse, Ang Li, Chase Hintelmann, Evan Sweren, Christine Youn, Brittany Pielstick, Roger Ortines, Chenyi Lyu, Maria Daskam, Lloyd S. Miller, Nathan K. Archer, Luis A. Garza

**Keywords:** fibrosis, Neutrophils, regeneration

## Abstract

Fibrosis is a major health burden across diseases and organs. To remedy this, we study wound‐induced hair follicle neogenesis (WIHN) as a model of non‐fibrotic healing that recapitulates embryogenesis for de novo hair follicle morphogenesis after wounding. We previously demonstrated that TLR3 promotes WIHN through binding wound‐associated dsRNA, the source of which is still unclear. Here, we find that multiple distinct contexts of high WIHN all show a strong neutrophil signature. Given the correlation between neutrophil infiltration and endogenous dsRNA release, we hypothesized that neutrophil extracellular traps (NETs) likely release nuclear spliceosomal U1 dsRNA and modulate WIHN. However, rather than enhance regeneration, we find mature neutrophils inhibit WIHN such that mice with mature neutrophil depletion exhibit higher WIHN. Similarly, Pad4 null mice, which are defective in NET production, show augmented WIHN. Finally, using single‐cell RNA sequencing, we identify a dramatic increase in mature and activated neutrophils in the wound beds of low regenerating Tlr3−/− mice. Taken together, these results demonstrate that although mature neutrophils are stimulated by a common pro‐regenerative cue, their presence and NETs hinder regeneration.

## 1 INTRODUCTION

After suffering a wound, the body initiates a well‐coordinated physiological process to restore homeostasis and re‐establish the barrier. This spontaneous process comprises four well‐studied, discrete phases: haemostasis, inflammation, proliferation and remodelling.^1^ However, the molecular details that skew repair towards fibrotic scarring, and in some cases, hypertrophic scars, rather than complete regeneration, have not been fully elucidated, despite their enormous burden on human health.^1^, ^2^, ^3^

Complete skin regeneration after wounding in mammals is rare, unlike in some animals such as urodele salamanders.^4^ It occurs via de novo hair follicle generation in mice and rabbits through a process that mimics skin embryogenesis.^5^, ^6^, ^7^, ^8^ This process of de novo follicle neogenesis (wound‐induced hair neogenesis, WIHN was first fully characterized in mice subjected to full thickness wounds.^9^ These regenerated follicles establish a distinct stem cell population, express characteristic differentiation markers, produce functional hair shafts and can complete hair cycling. In addition to hair follicles, sebaceous glands, specialized vascular and nerve supports and surrounding fat cells are regenerated.^9^, ^10^

Inflammation and different components of the immune system have been shown to promote these and other forms of regeneration in salamanders, zebrafish and even mammals, specifically injury repair and barrier function maintenance in mucosa.^11^, ^12^, ^13^ Although the cellular effects of macrophages and T cells are well studied,^14^, ^15^, ^16^, ^17^ neutrophilic effects on regeneration are not. Immediately after skin wounding, a robust inflammatory phase occurs, which allows the ingress of keratinocytes and fibroblasts to proceed afterwards. The early stage of wound healing is defined by the dramatic recruitment of mature neutrophils, which are instrumental in providing defence against microbial pathogens.^18^, ^19^, ^20^, ^21^, ^22^ This is followed by an influx of macrophages (Mφ's) that continue the phagocytic processes begun by neutrophils and aid in the transition to the proliferative phase of wound healing.^23^, ^24^, ^25^ Increasingly, macrophages have also been shown to be essential for WIHN via TNF‐induced AKT/ β‐catenin signalling.^15^, ^16^, ^17^

In addition to phagocytosis and degranulation, mature neutrophils can produce extracellular traps (ET), large extracellular web‐like structures composed of decondensed chromatin bound to various cytosolic and granule proteins.^21^, ^22^, ^26^, ^27^, ^28^ While originally recognized as a defence mechanism against pathogens,^21^, ^26^, ^27^ they have also been found to mediate ‘sterile’ inflammatory processes.^29^, ^30^ In the absence of infection, ETs can be stimulated in sterile tissue environments through various cytokines^27^, ^31^, ^32^, ^33^ and by activated platelets.^29^, ^30^ Interestingly, ETs are found within sterile wounds of mice and delay wound healing.^34^ Mechanistically, ETs are formed by the rapid decondensation of the cellular chromatin, followed by the fragmentation of the nuclear membrane and mixing of the nuclear and cytoplasmic compartments, before being expelled from the cell. The ability of neutrophils to rapidly migrate to the wound site and produce ETs, coupled with the nuclear localization of some dsRNA, made us question whether neutrophils were a source of the dsRNA critical for Toll‐like receptors 3 (TLR3)–dependent WIHN. Interestingly, while there are extensive studies on the DNA components released during ET formation,^21^, ^28^, ^35^ the RNA components are poorly understood.

Briefly, TLRs are highly conserved single‐pass membrane‐spanning receptors that recognize structurally conserved molecular components of invading microbes and activate a cascade of inflammatory signalling pathways.^36^ Rather than simply recognizing pathogen‐associated molecules, they can also initiate sterile inflammation upon recognizing damage‐associated molecular patterns (DAMPs), which are critical to recruit immune cells and initiate wound healing.^37^ TLR3 is activated by dsRNA and has primarily been studied in the context of viral infection.^38^ Mounting evidence shows that TLR3 also plays an important role in wound repair.^39^, ^40^, ^41^, ^42^, ^43^, ^44^, ^45^, ^46^, ^47^ Synthetic double‐stranded RNA (dsRNA) polyriboinosinic‐polyribocytidylic acid (poly[I:C]) treatment dramatically increases WIHN in mice. Furthermore, wound‐released dsRNA activates TLR3 to promote hair follicle regeneration.^44^ Notably, the dsRNA U1 spliceosomal small nuclear RNA (snRNA) may be an important endogenous RNA sensed via TLR3.^42^, ^43^, ^48^, ^49^ Specifically, UV damage releases U1 snRNA that stimulates cytokine production in keratinocytes and increases barrier gene transcription.^42^, ^43^

To probe how mature neutrophils influence wound regeneration and WIHN, we analysed multiple microarrays from distinct contexts of high regenerating mice and found a common neutrophil signature. Using immunofluorescence and flow cytometry, we find that neutrophils remain in the wound bed, albeit at low levels, after the acute inflammatory phase, where they produce NETs that contain the nuclear U1 dsRNA. To define how this influences regeneration, we used a neutrophil‐specific diphtheria toxin ablation model to deplete mature neutrophils in the wound bed and found that—contrary to our initial hypothesis—the absence of mature neutrophils enhances WIHN. Eliminating neutrophil's ability to produce NETs by knocking out Pad4 also boosted WIHN, confirming the negative influence of mature neutrophils on regeneration. Finally, we used single‐cell RNA sequencing to characterize WIHN‐deficient Tlr3−/− mice and found that they too have a dramatically increased population of mature neutrophils in the re‐epithelized wound bed, compared with wild‐type mice, likely contributing to their diminished regenerative capacity. These results indicate that, while important for preventing infection, mature neutrophils and their NETs negatively impact regeneration and WIHN. Although a common pro‐regenerative signal might increase neutrophil infiltration, mature neutrophils instead likely contribute to fibrosis.

## 2 MATERIALS AND METHODS

### 2.1 Mouse lines

All wild‐type and control mice used for in vivo experiments were on the C57BL/6J background. All mice were age‐matched and co‐housed until 3‐weeks of age. *Pad4* knockout mice were purchased from the Jackson Laboratory (B6. Cg‐Padi4^tm1.1Kmow^/J, 030315). The diphtheria toxin (DT)‐mediated neutrophil ablative mice were generated by crossing ROSA26iDTR (C57BL/6‐Gt(ROSA)26Sor^tm1(HBEGF)Awai^/J, 007900) and MRP8‐Cre‐ires/GFP (B6. Cg‐Tg[S100A8‐cre,‐EGFP]1Ilw/J, 021614) from the Jackson Laboratory to get heterogeneous mice and genotyped according to their specifications. Mice who genotyped positive for Cre (MRP8‐Cre+; ROSA‐iDTR^KI^) were considered PMN^DTR^ mice, while those that were negative for Cre (MRP8‐ Cre−; ROSA‐iDTR^KI^) were PMN^WT^ littermate controls.^50^ Tlr3 knockout mice (B6N.129S1‐Tlr3^tm1Flv^/J, 009675) and C57BL/6NJ controls (005304) were purchased from the Jackson Laboratory. All mice were bred and housed at an American Association for the Accreditation of Laboratory Animal Care (AAALAC)‐compliant facility, and all experimental procedures were reviewed and approved by the Johns Hopkins University Institutional Animal Care and Use Committee (IACUC).

### 2.2 Wound‐induced hair neogenesis assay

All in vivo experimental surgical procedures were performed as previously characterized.^9^, ^14^, ^44^, ^47^, ^51^ Briefly, after exposure to anaesthesia (Baxter, Isoflurane), the dorsal side of 3‐week‐old (21 days) male and female mice was shaved. Surgical scissors were used to excise 1.25 × 1.25 cm^2^ of skin on wound day 0 (WD) 0, creating wounds deep into the fascia. On approximately WD21, neogenic hair follicles in the re‐epithelialized skin tissue were quantified using reflectance confocal scanning laser microscopy (CSLM) as previously published.^44^, ^47^

### 2.3 Neutrophil depletion

Diphtheria toxin depletion was done with PMN^DTR^ and PMN^WT^ littermate control mice that were IP injected with 250 ng DT (Sigma‐Aldrich). The injections were primarily done one day before and after wounding, or on WD 6, 8 and 10.

### 2.4 Flow cytometry

Flow cytometry was used to access neutrophil depletion. Blood was collected via retro‐orbital sinus bleeds, and red blood cells were lysed RBC lysis buffer (BioLegend, 420301). Wound beds were surgically removed, and cell suspensions were prepared by digesting the tissue in a cocktail consisting of Liberase TL (Roche, 5401020001) and DNase I (Sigma, DN25) in RPMI 1640 (Gibco, 11875093). Cells were washed and then Fc blocked (BioLegend, 101320), before staining with an antibody cocktail (Table 1). Finally, cells were washed and resuspended in FACS buffer containing propidium iodide (Miltenyi, 130‐093‐233). All flow cytometry experiments were performed on a BD LSR II, and downstream analysis of data was performed using FlowJo.

**TABLE 1:** Flow cytometry antibodies

Name	Host	Fluorophore	Manufacturer/Product #
MHCII (IA/IE)	Rat	BV421/Pacific Blue	BioLegend/107631
CD3	Rat	BV510/AmCyan	BD/740147
Ly6C	Rat	FITC	BD/553104
Ly6G	Rat	PE	BioLegend/127607
CD45	Rat	PE‐Cy5.5	Invitrogen/35‐0451‐82
CD115	Rat	PE‐Vio770	BioLegend/135523
CD11c	Hamster	APC	BioLegend/117310
CD11b	Rat	APC‐Cy7	BD/557657

### 2.5 Neutrophil extracellular trap measurement

Wound beds were surgically removed at WD2 and WD7, using a 6‐mm biopsy punch to remove excess tissue. Cell suspensions were prepared by digesting the tissue in a cocktail consisting of Liberase TL (Roche, 5401020001) and DNase I (Sigma, DN25) in RPMI 1640 (Gibco, 11875093). Cells were washed and then Fc blocked (BioLegend, 101320), before staining with an antibody cocktail containing anti‐MPO (Abcam, ab208670, 1:500) or respective isotype control (Abcam, ab172730, 1:500). Cells were then stained with a secondary Alexa Fluor 647 antibody (Abcam, ab150083, 1:2000). On the final wash, SYTOX green was added (Thermo Fisher, S7020, 1:1000). This was performed on a BD LSR II, and downstream analysis of data was performed using FlowJo.

### 2.6 3′‐end single‐cell RNA sequencing

The re‐epithelialized wound beds (WD10) of a Tlr3−/− and a C57BL/6NJ control mouse were excised, and cell suspensions were prepared by digesting the mouse skin tissue in a cocktail consisting of Liberase TL (Roche, 5401020001) and DNase I (Sigma, DN25) in RPMI 1640 (Gibco, 11875093). Propidium iodide and DAPI‐positive dead cells were removed via cell sorting with a BD FACSAria II. Single‐cell libraries were prepared via a 10× Genomics Chromium Single‐Cell Platform, followed by sequencing using Illumina NovaSeq 6000. The results were run through Cell Ranger pipeline software for sequence alignment and basic filtering. GEM generation, barcoding, cDNA amplification, library preparation, quality control and sequencing were performed at the Genomics High Throughput Sequencing facility at Johns Hopkins School of Medicine.

Downstream analysis, after the Cell Ranger pipeline, was done using the Seurat R package. A standard pre‐processing workflow was done, removing low‐quality cells or doublets, filtering unique feature count over 3750 and below 200, as well as filtering out cells with higher than 5% mitochondrial counts. This resulted in 4150 WT and 5648 Tlr3−/− cells for downstream bioinformatics. Expression matrices then underwent normalization, scaling, principal components analysis and subsequent t‐SNE analysis using Seurat packages. Seurat was then used to generate conserved genes, differentially expressed genes, feature plots, dot plots and ridge plots. Cell clusters were then defined querying conserved genes and differentially expressed genes against the ImmGen gene expression database (www.immgen.org) using the interactive tool ‘My Gene Set’.

### 2.7 Histology

Biopsies from mouse skin tissue were removed and fixed in 4% paraformaldehyde overnight and then transferred to 70% ethanol. Samples were then submitted to the Johns Hopkins Oncology Tissue Services Core facility where they were embedded in paraffin. Tissue sections were obtained at 4 μm thickness and mounted onto glass slides, followed by haematoxylin and eosin (H&E) staining.

### 2.8 Immunofluorescence and immunohistochemistry

Immunofluorescence (IF) microscopy was performed on de‐paraffinized tissue sections that received heat‐induced antigen retrieval using Target Retrieval Solution (Agilent Dako, S169984‐2). After washing and permeabilization in TBS‐T universal buffer (0.2% Triton X‐100 in Tris‐buffered saline), sections were blocked at room temperature in 5% goat, donkey or foetal bovine serum with 1% bovine serum albumin. Tissue sections were then incubated overnight at 4°C with primary antibodies (Table 2) in Antibody Diluent (Agilent Dako; S080983‐2). Following a wash step, sections were incubated in fluorescent‐dye‐conjugated secondary antibodies diluted in antibody diluent for 1 h at room temperature. After final washing, sections were mounted with VECTASHIELD^®^ Hardset™ Antifade Mounting Medium with DAPI (Vector Laboratories, H‐1500) for nuclear staining. All imaging was done on a DFC365FX (Leica) at 20× and 40× magnifications.

**TABLE 2:** Immunofluorescence and immunohistochemistry antibodies

Name	Host	Dilution	Company/ Product #
MPO	Goat	1:200	Abcam/ab208670
F4/80	Rat	1:200	Abcam/ab6640
Ly6G	Rat	1:200	BioXCell/BP0075‐1
H3Cit	Rabbit	1:500	Abcam/ab5103
Alexa Fluor^®^ 488 Anti‐Goat IgG (H + L)	Rabbit	1:1000	Invitrogen/A27012
Alexa Fluor^®^ 488 Anti‐Rabbit Ig (H + L)	Goat	1:1000	Invitrogen/A‐11008
Alexa Fluor^®^ 594 Anti‐Rabbit IgG (H + L)	Goat	1:1000	Invitrogen/A‐11037
Alexa Fluor^®^ 488 Anti‐Rat Ig (H + L)	Goat	1:1000	Invitrogen/A‐11006
Alexa Fluor^®^ 594 Anti‐Rat Ig (H + L)	Donkey	1:1000	Invitrogen/A‐21209

### 2.9 U1 in situ hybridization

U1 in situ probes were designed and ordered in the Stellaris Probe Designer (Biosearch Technologies) (Table 3). Tissue sections were de‐paraffinized and stained following Biosearch Technologies Stellaris RNA FISH protocol for formalin‐fixed paraffin‐embedded tissue. Briefly, tissue sections were washed in Wash Buffer A (Biosearch Technologies, SMF‐WA1‐60), before adding 200 μl hybridization buffer (Biosearch Technologies, SMF‐HB1‐10) containing the U1 probe and covering the tissue with a glass coverslip. The slides were then incubated overnight in a humid box at 37°C. Slides were then immersed in Wash Buffer A in the dark at 37°C for 30 min, allowing the coverslips to float off. Slides were then washed for 5 min with Wash Buffer B (Biosearch Technologies, SMF‐WB1‐20), before sections were mounted with VECTASHIELD^®^ Hardset™ Antifade Mounting Medium with DAPI (Vector Laboratories, H‐1500) for nuclear staining. All imaging was done on a DFC365FX (Leica) at 63× magnifications.

**TABLE 3:** U1 in situ hybridization probes

Sequence Name	Sequence
U1 snRNA_1	cccctgccaggtaagtat
U1 snRNA_2	caccttcgtgatcatggt
U1 snRNA_3	aagcctcgccctgggaaa
U1 snRNA_4	acatccggagtgcaatgg
U1 snRNA_5	gggaaatcgcaggggtca
U1 snRNA_6	cagtcgagtttcccacat
U1 snRNA_7	ccccactaccacaaatta
U1 snRNA_8	aggggaaagcgcgaacgc

### 2.10 Microarray, RNA‐seq and proteomic analysis

For both Rnasel−/− and WT mice, total RNA was isolated from mouse tissue at scab detachment (SD) day 0 (also WD10) from the wound. RNA was submitted to the JHMI Deep Sequencing & Microarray core facility and profiled using the Affymetrix Clariom™ S mouse array platform, according to the manufacturer's protocols. Gene chips were scanned, generating CEL pixel intensity files, which were processed and analysed using Partek^®^ Genomics Suite™ software, and the Robust Multichip Analysis (RMA) algorithm was used for normalization. RNaseL null mouse microarrays are available in GSE164003 NCBI GEO. GF and SPF microarrays are available in GSE158613 NCBI GEO. For SPF and GF analysis, total RNA from early wound bed skin (~WD12) was submitted to the JHMI Transcriptomics and Deep Sequencing Core. The 1.0ST exon sequencing of mouse RNA was performed according to the manufacturer's standard protocol. The raw affymetrix CEL data were standardized using Robust Multichip Analysis (RMA) algorithm for comparison.

Proteins from the wound centre and wound edges were analysed by proteomics, as previously described.^47^ Briefly, after saline washing, samples were lysed in 5% sodium deoxycholate (DOC) detergent. After sequential peptide processing (reduction, alkylation and trypsinolysation), downstream resolving and analysis were performed on a nanoACQUITY UPLC system with a Tribrid Orbitrap‐quadrupole‐linear ion trap mass spectrometer (Thermo Fisher). The UniProt mouse reference proteome was used to align tandem mass spectra (MS‐MS) data in conjunction with the SEQUEST HT algorithm. Protein abundance ratios were calculated by comparing MS1 peptide ion intensity peaks. Machine‐learning‐based software (Percolator) was used for peptide identification and validated at an FDR of at least 0.05. Centre vs. edge proteomics is available at the data repository of University of Maryland Metallotherapeutics Research Center, Baltimore (https://bit.ly/2U9qwqO), and the mass spectrometry proteomic data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the data set identifier PXD013854.

### 2.11 Quantification and Statistical analysis

All in vivo and in vitro experiments were performed in at least individual instances. Univariate statistical analysis was performed using Student's *t* test, and multivariate analysis was performed using ANOVA. All statistical analyses and graphical representations were generated using GraphPad Prism software. Statistical significance is defined as *p*‐values <.05 derived from the standard error of mean calculations.

## 3 RESULTS

### 3.1 Neutrophil signature present during skin regeneration

To begin to characterize the role of neutrophils in Wound‐induced hair neogenesis (WIHN), we performed bioinformatic analysis on previous microarrays of multiple high regenerating mouse models, probing for innate immune and neutrophil signatures. First, we analysed the proteome comparing the centre of the re‐epithelialized wound bed (high WIHN) to the surrounding periphery/edge (low WIHN) (Figure 1A).^47^ Gene ontology analysis revealed that, in the area of high WIHN, neutrophil aggregation and other defence pathways against bacterium are enriched, characterized by an abundance of antimicrobial and granular proteins, such as neutrophil elastase (Elane), cathelicidin (Camp), and myeloperoxidase (Mpo), all known to be elevated in neutrophils (Figure 1B,C). 

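Total RNA from re-epithelialized wound tissue of Rnasel−/− mice, which lack RNase L, an endoribonuclease of the antiviral response to dsRNA, and of WT mice was profiled on Affymetrix Clariom S mouse arrays, with 1 array per genotype. The tissue was taken at scab detachment, which the methods and the sample labels place at WD10 and the results at ~WD11, after a full-thickness wound of 1.25 cm per side. The labels call the cells keratinocytes, whereas the methods speak of wound tissue. The deposited values are log2 signals that the authors made with Robust Multichip Analysis (RMA) in Partek Genomics Suite, which corrects background, normalizes the arrays to each other and summarises probes into 22206 probe sets. The median log2 value was 6.08 on the WT array and 6.11 on the Rnasel−/− array. A total of 19572 probe sets carried 1 gene symbol and gave 19505 genes, with probe sets of the same gene averaged, and 2634 probe sets are unnamed here. Rnasel had no named probe set, so the targeted gene, which would check the genotype labels, has no value here. Each gene is given as its log2 difference, Rnasel−/− minus WT. With 1 array each, no difference has a replicate check and no p-value is given. Of all genes, 274 were at least 2-fold higher and 315 at least 2-fold lower in Rnasel−/−, together 3.02%. The SD of the differences across genes was 0.32 in the dimmest 10% of genes and 0.66 in the brightest 10%, and this spread holds biology as well as noise. The table has no detection calls, so dim genes cannot be separated from background. The Y-linked genes Eif2s3y, Uty and Kdm5d had log2 values of 9.16, 6.71 and 6.45 on the WT array and 2.56, 2.49 and 2.73 on the Rnasel−/− array. On the Rnasel−/− array these values lie in the range of the dimmest 10% of genes (mean log2 1.95 to 3.18). WT thus had clear Y-linked signal and Rnasel−/− had none above that range, as samples of different sex would. The sources used here give no sex for either array, and sex is taken as confounded with genotype in every difference given. For gene groups, 40 lists were fixed before the data were examined, although the values drawn in Fig. 1D had been seen in the figure. The median difference of each list with at least 5 measured genes was placed among the medians of 10000 random gene lists of the same size and signal level. A list is called apart where its median lies outside the central 95% of these, which describes the 2 arrays and is not a test of genotype. Of 38 lists with a percentile, 19 lay above, 3 below and 16 inside, so lying above was common among these lists.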

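Taken as a list, genes for neutrophil adhesion and migration were higher in Rnasel−/− wounds, whereas genes for neutrophil granule proteins were not. The median log2 difference of 19 measured adhesion and migration genes was 0.53, above the central 95% of random lists, which ran from −0.13 to 0.22. At least 2-fold higher were Itgb2 (1.42) and Itgam (1.28), the chains of the Mac-1 integrin, and Spi1 (1.00), a transcription factor of myeloid cells, and no member was 2-fold lower. Macrophages and other myeloid cells also express these 3 genes, so the list does not single out neutrophils. Of its members, 15 were above 0 and 4 below, the latter being Jaml (−0.23), Csf3r (−0.18), Trem3 (−0.15) and Itgal (−0.06). The 27 measured neutrophil granule and maturity markers had a median of −0.03, inside the central 95% of random lists (−0.15 to 0.16), with 12 members above 0 and 15 below. Padi4, the enzyme that citrullinates histones in NET formation, was lower by the most in this list, at 7.48 in WT and 5.60 in Rnasel−/− (log2 difference −1.89), followed by Stfa2l1 (−1.65). The arrays do not show which cells the Padi4 signal came from. The alarmins S100a8 and S100a9, which wound keratinocytes also make, had differences of −0.78 and −0.53. Neutrophil elastase (Elane) had −0.22, cathelicidin (Camp) −0.63 and myeloperoxidase (Mpo) 0.23. These are RNA values between genotypes, whereas the paper reports the same names as proteins, in wound centre against edge, so the measures are unlike. The highest value of the list was that of the collagenase Mmp8, 0.75. Only 7 of the 27 markers, with a median of −0.53, had a signal at or above the median of all genes, so most of this list was measured at low signal, and its median was −0.18 without the dimmest 25% of genes. The 11 genes of the NADPH oxidase and of NETs had a median of 0.23, inside the central 95% of random lists (0.093 with dim values set to a floor), with the oxidase subunit Ncf4 at 1.04. Ly6g, a mature neutrophil marker, had no named probe set.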

In a second model system, high WIHN Rnasel−/− mice (manuscript in review), at time ~WD11 (day of wound closure), are also enriched in genes associated with neutrophils. Neutrophil chemotaxis is the most significant upregulated gene ontology category, with other chemotactic and inflammatory pathways up, as well (Figure 1D). 

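CC chemokines, which mainly attract monocytes, dendritic cells and other leukocytes, were higher in Rnasel−/− wounds. Of 23 measured, 8 were at least 2-fold higher and none was 2-fold lower, with a median log2 difference of 0.56 against −0.12 to 0.20 for the central 95% of random lists. The largest differences were those of Ccl9 (1.72, 3.28-fold), Ccl8 (1.55, 2.94-fold) and the eosinophil attractant Ccl11 (1.28), and the monocyte attractant Ccl6 had log2 values of 7.70 in WT and 8.90 in Rnasel−/−. Of these 8, 3 are near-identical copies of Ccl21, the ligand that guides dendritic cells and lymphocytes through CCR7, and with these averaged to 1 entry, a choice made after seeing the data, the median was 0.41 and 6 entries were at least 2-fold higher. Apart from Ccl19 (1.06), the CC chemokines at least 2-fold higher are those drawn in Fig. 1D, which the study chose on these arrays. The rise of this list is therefore not independent of that choice. The 7 CXC chemokines that attract neutrophils had a median of 0.27, inside the central 95% of random lists (−0.33 to 0.29), and no member reached a 2-fold difference. With values under each array's 20th percentile set to that percentile, this median was −0.050, so the group has no settled direction. In this group Pf4, also a macrophage and platelet product, had 0.92, Ppbp 0.41, Cxcl5 0.29 and Cxcl3 −0.34. Chemoattractant receptors of myeloid cells stood above random lists, with a median of 0.41 over 10 genes. Among them the monocyte receptor Ccr2 had 0.93, the receptor for platelet-activating factor Ptafr 0.77 and Ccr1 0.69. The neutrophil chemokine receptors Cxcr2 and Cxcr1 had 0.38 and −0.41, and Cxcr1 was the only member below 0.

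**Figure D1:**
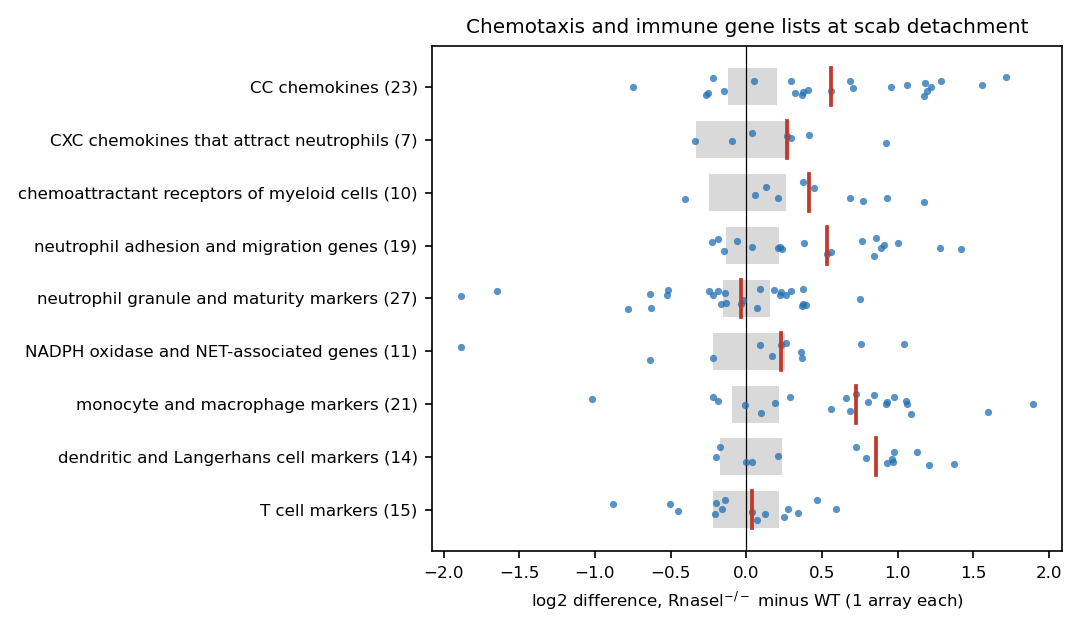
Log2 differences, Rnasel−/− minus WT, of the measured members of 9 gene lists (points, number of genes in brackets), with each list's median (red line) and the central 95% of medians of matched random lists (grey). The medians of CC chemokines (0.56) and macrophage markers (0.73) lie right of the grey band, and that of neutrophil granule markers (−0.03) lies within it.

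Markers of other myeloid cells moved with the chemokines. The 21 monocyte and macrophage markers had a median of 0.73, with the folate receptor Folr2 at 1.90 and the mannose receptor Mrc1 at 1.59, and the 14 dendritic and Langerhans cell markers had 0.86, with the lectin Clec10a at 1.37. T cell markers had a median of 0.04 over 15 genes, inside the central 95% of random lists. Only 1 of these had a signal at or above the median of all genes, and the median ran from −0.0019 to 0.063 over the alternatives. The T cell list is thus too dim to show whether T cells differed. Hair follicle and hair shaft genes were lower, with a median of −1.96 over 21 genes. Their signal was high in WT, such as Tchh at 12.38 and Krt71 at 12.09, and still high in Rnasel−/−, at 10.79 and 10.75. The paper counts new follicles at a later time, so these genes do not measure WIHN here. Both samples thus held hair follicle transcripts before that count. Whether they included hair-bearing skin beside the wound bed cannot be told here, which limits every difference given. From GO analysis of the top genes of this comparison, the paper states that neutrophil chemotaxis and other chemotactic and inflammatory pathways are upregulated in Rnasel−/− wounds, and with its 2 other models it correlates neutrophil chemotaxis with high WIHN.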

Finally, we analysed the gene expression changes between wounded specific pathogen‐free (SPF) mice, which have increased regeneration and WIHN, when compared to germ‐free (GF) mice at WD11.^52^ Like the other two high regeneration models, when compared to GF, SPF mice have elevated neutrophil chemotaxis and immune response transcripts (Figure 1E). Together, these unique examples correlate neutrophil chemotaxis with high regeneration and WIHN.

**FIGURE 1:**
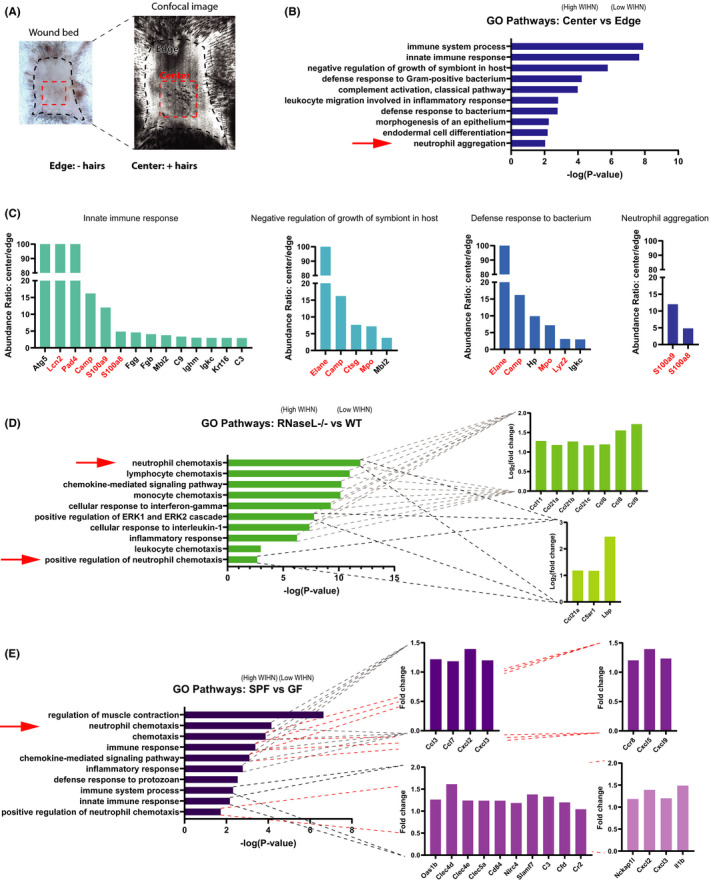
Neutrophil signatures correlate with high Wound‐induced Hair Neogenesis (WIHN) in multiple models. (A) Schematic of hair neogenesis preferential localization to wound centre (high WIHN) rather than wound edge (low WIHN); image duplicated from Figure 3F for clarity. (B) Proteomic gene ontology (GO) analysis of the top 100 genes wound centre vs. wound edge in wild‐type (WT) mice shows a predominance of innate immune response pathways and neutrophil signatures in the wound centre. (C) Abundance ratios of genes from select GO terms highlighted in b. show enrichment in the wound centre of antimicrobial and granular proteins, labelled in red. (D) GO analysis of the top 200 genes from high WIHN Rnasel^−/−^ vs. low WIHN WT mice shows a predominance of neutrophil and innate immune cell chemotaxis pathways in Rnasel^−/−^ mice. Inset graphs show the gene fold expression changes for genes present in that category. (E) GO enrichment analysis of the top vs. bottom 500 differentially expressed genes between specific pathogen‐free (SPF; high WIHN) and germ‐free (GF; low WIHN) mice demonstrates higher neutrophil chemotaxis and innate immune categories in SPF mice (*n* = 3 independent animals per group). Inset graphs show the gene fold expression changes for genes present in that category

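Ranked by log2 difference, the 200 genes with the largest increase in Rnasel−/− ended at a difference of 1.07. CC chemokines gave 7 of the 200, against 0.236 by proportion to their number on the array. These 7 are the CC chemokines drawn in Fig. 1D, whose values were seen in the figure beforehand, so this count is not independent evidence. Of the 7, 3 are the Ccl21 copies. When differences were divided by the SD at their signal level, 3 CC chemokines were among the 200. Ccl8 and the Ccl21 copies have the largest divisor, 0.66, that of the brightest 10% of genes, which is widened mainly by decreases. Complement and acute-phase genes gave 5, M2 and N2 polarisation markers 4, skeletal muscle genes 4, myofibroblast and smooth muscle genes 3, dendritic and Langerhans cell markers 3, monocyte and macrophage markers 3 (1 with the scaled differences, 5 with dim genes left out or set to a floor), and neutrophil adhesion and migration genes 2. Neutrophil granule and maturity markers gave 0, against 0.277 by proportion. In all, 45 of the 200 genes were in at least 1 of the fixed lists, and some genes are in several. The head of the ranking held Akr1c14 (3.32), a steroid dehydrogenase, Sfrp4 (3.02), a secreted Wnt inhibitor, and Retnla (2.95), a product of alternatively activated macrophages. The ranking behind the paper's 200 genes is not given in the paper's text, and the membership of its GO categories was not used here.

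**Figure D2:**
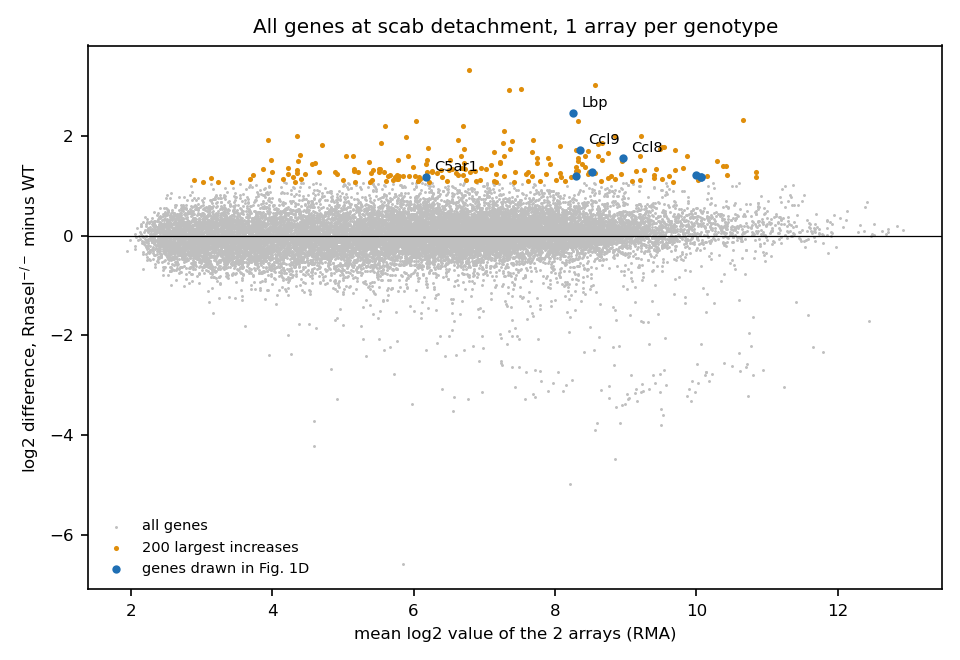
Log2 difference, Rnasel−/− minus WT, against the mean log2 value of the 2 arrays for 19505 genes (grey), the 200 largest increases (orange) and the genes drawn in Fig. 1D (blue). The blue points lie among the orange ones, from 1.17 for C5ar1 to 2.46 for Lbp, and the lowest grey point is Eif2s3y at −6.60.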

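All 9 genes drawn in the inset graphs were among the 200 largest increases. The study chose these genes on the same 2 arrays, so their direction is not independent evidence. Lbp, which binds bacterial lipopolysaccharide, had the largest difference of the 9, with log2 values of 7.03 in WT and 9.49 in Rnasel−/− (5.50-fold), and lies on chromosome 2 of GRCm38 (mm10) from 158306493 to 158332852. C5ar1, the receptor for complement C5a, had 5.59 in WT and 6.77 in Rnasel−/− and lies on chromosome 7 from 16246743 to 16259540. Chromosome 11 holds Ccl11 from 82057832 to 82062955, Ccl8 from 82115185 to 82116799, Ccl9 from 83572917 to 83578636 and Ccl6 from 83587886 to 83593087. Ccl8 had log2 values of 8.18 in WT and 9.74 in Rnasel−/−, and Ccl9 had 7.50 and 9.22. Ccl21a had a difference of 1.18, Ccl21b 1.22 as the mean of its 2 probe sets (1.17 and 1.27), and Ccl21c 1.17. The probe set of Ccl21c and the first of Ccl21b hold identical values on both arrays, so these copies are not separate measurements.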

### 3.2 Neutrophils persist in the wound bed after the acute inflammatory phase, producing extracellular traps

Having correlated the presence of neutrophils with high WIHN in 3 disparate contexts (Figure 1), we next characterized mature neutrophil infiltration in the wound beds of C57BL/6J mice after wounding. As anticipated, neutrophils are abundant in the acute phase, wound days (WD) 1–3 of the healing process as seen by haematoxylin and eosin (H&E) staining (Figure 2A) and immunofluorescence (IF) of myeloperoxidase (MPO), a major neutrophil granule protein (Figure 2B). While neutrophils predominate at early time points, they persist in the wound bed as late as WD11, the common day when re‐epithelization is complete and the scab has detached (Figure 2C). This persistence of neutrophils beyond the classic inflammatory phase of wound healing is consistent with the late time points measured in Figure 1 demonstrating a neutrophil signature. In contrast to the early infiltration of neutrophils, macrophages accumulate starting at WD3 (Figure 2B) but remain a major component of the wound even after re‐epithelization (Figure 2D). These results show the dynamic changes in immune cell infiltration, but with an underappreciated persistence of some neutrophils late in wound healing, notably at the time of morphogenesis.

**FIGURE 2:**
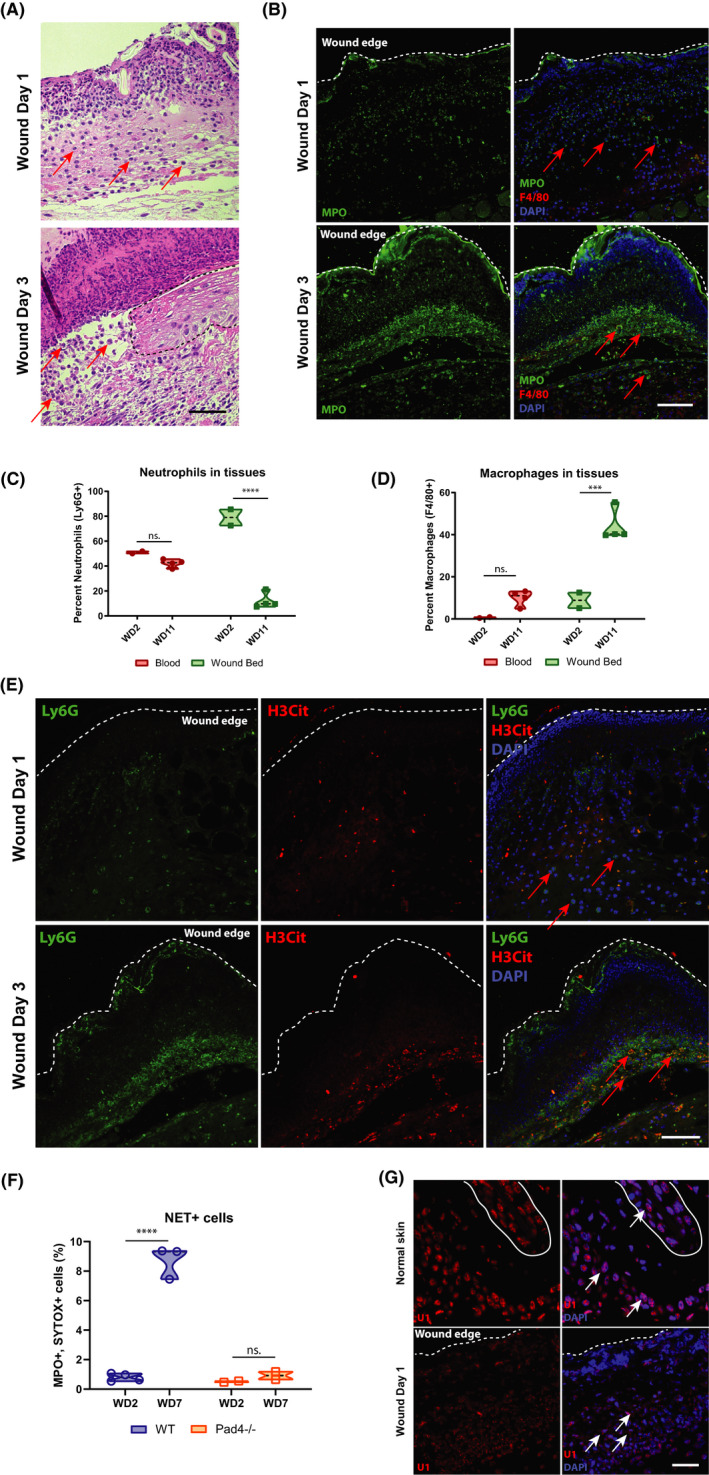
Neutrophils persist in wound bed after the acute inflammatory phase, producing extracellular traps. (A) Neutrophils are present in the wound beds of C57BL/6J mice at early time points, as visible in representative haematoxylin and eosin (H&E) staining. Arrows indicate regions of interest, and dashed line demarcates boundaries. Black scale bar = 50 µm. (B) Neutrophils predominate throughout the wound beds of C57BL/6J mice on wound day (WD) 1 and WD3, visible in prominent myeloperoxidase (MPO) immunofluorescence (IF) staining (green). Few macrophages are present (Red, F4/80). White scale bar = 200 µm. (C) Per cent neutrophil (Ly6G+ cells from total CD45+ cells) levels are consistent in the blood throughout the wound time course but drop in the wound bed at WD11, as measured by FACS. ****p < 0.0001, as calculated by two‐way ANOVA. *N* = 2 vs. 4. Results are representative of at least two independent experiments. (D) Macrophage (F4/80) levels are largely absent from the blood and low in the wound bed during the early phase of healing but increase dramatically at WD11, as measured by FACS. ***p < 0.004, as calculated by two‐way ANOVA. n.s., not significant. *N* = 2 vs. 4. Results are representative of at least two independent experiments. (E) Citrullinated histone H3 (H3Cit, red) co‐localized with Ly6G+ neutrophils (green), beginning at WD3 in the wound beds of IF‐stained C57BL/6J mice, indicating the formation of extracellular traps. (F) Neutrophil extracellular trap‐positive cells (MPO+, SYTOX green +) are present at late wound time points, but are absent in the wound beds of PAD4−/− mice, as measured by FACs. ****p < 0.0001, as calculated by two‐way ANOVA. *N* = 7 vs. 4. Results are representative of at least two independent experiments. (G) Cytoplasmic U1 snRNA is present in the wound bed of C57BL/6J mice, while it localized exclusively in the nuclei of unwounded controls, as visualized by representative FISH. The solid white line delineates a hair follicle. White scale bar = 80 µm

Given the importance of dsRNA to promote WIHN and the above association of neutrophils with high WIHN, we hypothesized that neutrophil extracellular traps (NETs) release of neutrophil nuclear content might release both dsDNA and dsRNA from the nucleus to promote WIHN. We visualized citrullinated histone H3 (H3Cit) to identify NETs as early as WD3 (Figure 2E). The production of NETs is mediated by Pad4, an enzyme that modifies arginine residues on histones to citrulline, changes their charge and triggers massive chromatin decondensation.^53^, ^54^ Consistent with this, NETs are virtually absent in mice lacking Pad4, while abundant in the wound bed after the acute phase of healing in WT mice (Figure 2F). Although NETs are characterized by their extruded DNA, which form web‐like scaffolds containing cytosolic and granular proteins, little is known about NET's RNA content and associated effects on WIHN. Given that U1 small nuclear (sn) RNA is proposed as a TLR3 agonist damage‐associated molecular pattern (DAMP) important for skin barrier repair,^42^, ^43^ we visualized it by fluorescence in situ hybridization (FISH). U1 snRNA is present throughout unwounded tissue of C57BL/6J mice and is located nuclearly (Figure 2G), whereas, in wounded mice, U1 snRNA translocates from lobulated neutrophil nuclei to the cytoplasm, suggesting its progressive release. Consistent with this, we also note a fine haze of signal extracellularly. Taken together, these data suggest a model where neutrophils, extracellular traps and U1 dsRNA persist to the morphogenesis stage of wound healing and might modulate WIHN.

### 3.3 Mature neutrophils inhibit wound‐induced hair neogenesis

To functionally test the importance of neutrophils, we generated a transgenic mouse model for selective and inducible ablation of neutrophils upon injection of diphtheria toxin (DT).^50^ MRP8‐Cre mice expressing Cre recombinase under the control of the neutrophil‐associated human MRP8 promoter^55^, ^56^, ^57^ were crossed with ROSA‐iDTR^KI^ mice, which have a Cre‐inducible simian DT receptor (DTR),^58^ yielding progeny that suffer selective cell death in DTR expressing mature neutrophils with DT treatment. Neutrophil ablated mice in this model have intact monocyte and macrophage populations (Figure S1).^50^ After injections—one before wounding and one a day after—we saw substantially reduced neutrophil numbers in the blood (fold = −4.33) and wound beds (fold = −4.27) of PMN^DTR^ (MRP8‐Cre+, ROSA‐iDTR^KI^) mice at WD2 and no differences in control mice (PMN^WT^ mice: MRP8‐Cre−, ROSA‐iDTR^KI^) (Figure 3B,C). This decrease in wound bed neutrophils occurs even with the standard large size used to test for WIHN (Figure 3C). In line with the above findings, the reduction in mature neutrophils correlates with substantially elevated WIHN (fold = 3.23) (Figure 3D). Later neutrophil ablation in the healing process yielded similar results (WD6, 8 and 10) (Figure S2). Collectively, these data suggest that mature neutrophils have a detrimental effect on the regeneration of hair follicles.

**FIGURE 3:**
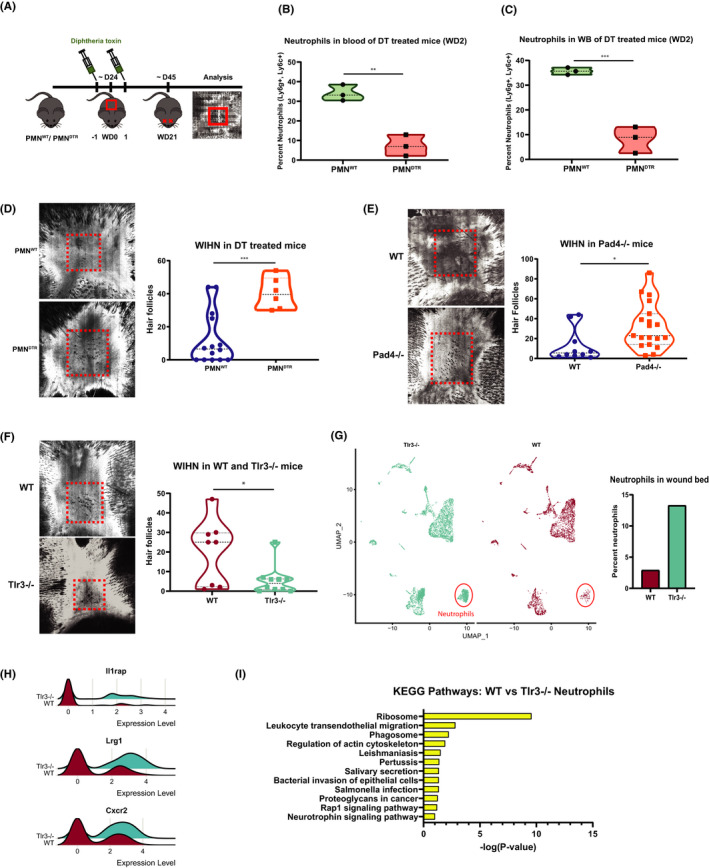
Mature neutrophils inhibit WIHN. (A) Schematic of neutrophil depletion via diphtheria toxin (DT, 250 ng) injection in heterozygous ROSA26iDTR/MRP8‐Cre‐ires mice (PMN^DTR^ and PMN^WT^). (B) Diphtheria toxin injection in heterozygous ROSA26iDTR/MRP8‐Cre‐ires mice (PMN^DTR^ and PMN^WT^), following the injection scheme in (A), successfully depletes neutrophils from the blood in mice with large wounds. Fold = −4.33. **p = 0.0098. *N* = 3 vs. 3. Results are representative of at least two independent experiments. (C) Mice treated as in (A) are depleted of neutrophils in their wound beds at WD2. Fold = −4.27. **p = 0.0069. *N* = 3 vs. 3. Results are representative of at least two independent experiments. (D) PMN^DTR^ mice IP injected with diphtheria toxin (DT, 250 ng) on WD‐1 and WD1 exhibit increased WIHN (CSLM, images; fold = 3.23, ***p = 0.0010, *N* = 14 vs. 6). In each image, the dash red box indicates the area of hair follicle regeneration. (E) Pad4^−/−^ mice defective in extracellular traps exhibit increased WIHN (CSLM, images; fold = 2.47, *p* = 0.026, *N* = 10 vs. 19 (F) Tlr3^−/−^ mice exhibit decreased WIHN (fold = −3.75 *p* = 0.0218, *N* = 8 vs. 10). (G) The presence of increased mature neutrophils correlates with decreased WIHN in TLR3^−/−^ mice. scRNA‐seq t‐SNE plot shows differences between Tlr3−/− (blue, 4843 cells) and WT (red, 3172 cells) wound beds at WD 10. The plots were generated via Seurat. The neutrophil cluster is circled in red. Per cent of neutrophils is significantly different in Tlr3−/− vs. WT mice as graphed to bottom right. ****p < 0.0001, as calculated by chi‐square test. Neutrophils have the greatest fold change (fold = 6.98) between Tlr3−/− and WT mice, graphed to bottom left. (H) Neutrophil‐associated gene expression is more pronounced within the neutrophils of Tlr3−/− mice, compared to WT. Generated in Seurat with RidgePlot function. (I) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway gene ontology analysis of the top 50 differentially of the mature neutrophil cluster demonstrates categories associated with neutrophil activation preferentially in Tlr3 −/− mice compared with WT

Finally, given the presence of NETs late in wound healing (Figure 2F), we sought to test the role of NETs in hair follicle neogenesis directly. We, therefore, tested WIHN in NET‐deficient Pad4−/−  mice, as employed in Figure 2F. In the absence of Pad4 and NETs, WIHN is enhanced (fold = 2.47, *p* = 0.026) (Figure 3E). This suggests that NETs reduce the regenerative capacity of mice during the wound‐healing process.

### 3.4 Single‐cell RNA‐seq correlation of mature neutrophils with poor WIHN

We next wondered whether increased neutrophils and NETs might similarly play inhibitory roles in other contexts of poor regeneration. Double‐stranded RNA sensing, mediated by Tlr3 and downstream effector pathways Il‐6/ Stat3, has been shown to be critical for WIHN. Tlr3−/− mice, though grossly normal without wounding, have substantially less regenerated hair follicles than their wild‐type controls.^44^ Although TLR3 dsRNA sensing has been shown to be critical for neutrophil recruitment and NET production in a model for acute lung injury (ALI) and glomerulonephritis (GN), we probed to see whether Tlr3−/− mice paradoxically have increased neutrophil levels, contributing to lower WIHN.^59^, ^60^ Consistent with our previous published data, Tlr3−/− mice have substantially less WIHN than their WT controls (fold = −3.75, *p* = 0.0218) (Figure 3F). Given successful published literature on normal wild‐type single‐cell RNA‐seq changes during wounding,^61^ we then performed single‐cell RNA sequencing on wild‐type and Tlr3−/− re‐epithelialized wound beds at WD10. Approximately 8015 sequenced cells met standard quality control metrics and were further analysed in the Seurat R package.^62^ Unsupervised clustering and UMAP non‐linear dimensional reduction identified 18 cell clusters. Seurat generated conserved and differentially expressed genes, which were used to assign cluster identities (Figure S3a). Keratinocytes and fibroblasts did have differentially expressed genes (Table S1). As anticipated from our earlier data where inhibiting mature neutrophils promotes WIHN, we find the mature neutrophil cluster in the low regenerating Tlr3−/− mice to be significantly different (*p* < 0.0001) and most substantially increased (fold = 6.98) relative to WT mice (Figure 3G, Figure S3b). There are also marked changes in the fibroblast (Fibro1) cluster (fold = 5.12), which is also significantly different (*p* < 0.0001) from WT mice (Figure 3G, Figure S3c). Consistent with increased neutrophils in low regenerating TLR3 −/− mice, neutrophil‐associated genes are significantly elevated in Tlr3 −/− mice (Figure 3H), with a general elevation in gene ontology categories consistent with greater neutrophil activation in Tlr3 −/− such as ribosome‐associated transcripts (Figure 3I). Together, these data demonstrate that elevated mature and activated neutrophil levels in Tlr3−/− mice correlate with their low WIHN.

## 4 DISCUSSION

The wound‐healing process is a careful balance of interconnected steps that weigh the benefits of quick barrier repair, which leads to fibrous scarring, and more complete regeneration, that restores function and appearance. While the role inflammation plays in regeneration and scarring is still being elucidated, increasing evidence suggests that neither excess nor lack of inflammation supports regeneration. Fgf9‐producing γ‐δ T cells are critical for WIHN, infiltrating into wound bed immediately before re‐epithelialization and onset of hair follicle regeneration.^14^ Macrophages have also been shown to be important in the process, with their ablation eliminating WIHN.^15^, ^16^, ^17^ Additionally, the injection of the dsRNA mimic poly(I:C), as early as WD3, dramatically enhances WIHN.^44^ Intriguingly, spiny mice (*Acomys*) have a dramatically reduced inflammatory response postwounding, with less cytokines and virtually no macrophages until late in the process, when compared to laboratory mice (*Mus*), despite having substantially improved regeneration.^63^, ^64^ Consistent with this idea of a complex network of inflammatory cells influencing regeneration, we show that mature neutrophils persist in the wound bed after the acute inflammatory phase and—despite multiple correlations between high WIHN and neutrophils—have a detrimental effect on regeneration in our functional model.

Using histological and flow cytometry techniques, we show that while abundant immediately after wounding, mature neutrophils remain in low levels within the wound bed after re‐epithelization. These late‐stage neutrophils produce NETs, which are lacking in mice that are deficient in Pad4, an enzyme critical for chromatin decondensation and NET formation.^53^, ^54^ Significantly, Pad4−/− mice have increased WIHN, when compared with WT mice, which correlates with the capacity of NETs to damage tissue in diseases such as small vessel vasculitis,^65^ systemic lupus erythematosus,^66^, ^67^, ^68^, ^69^, ^70^ rheumatoid arthritis^71^ and psoriasis.^72^ Furthermore, selective genetic neutrophil ablation dramatically boost WIHN. Mice deficient in dsRNA sensing Tlr3 have severely reduced WIHN and substantially more mature neutrophils present in the re‐epithelized wound bed at the time point immediately preceding regeneration. All these data suggest a model where neutrophils play an important role in defence against bacterial pathogens but whose persistence within the wound bed too long after barrier repair hinders regeneration. In this sense, the dramatic decrease in neutrophil numbers in the course of wound healing is likely important for later WIHN. In the future, it will be interesting to see whether selectively targeting NETs (eg, PAD4 inhibitors, DNase I, N‐acetylcysteine) enhance regenerative wound repair.

Our work suggests important areas of future investigation. One question is unravelling the paradox of why neutrophil infiltration signatures correlate with high WIHN, but mature neutrophils inhibit WIHN. One possible model is that a common upstream cue or factor both promotes WIHN and promotes neutrophil infiltration, but the latter serves to limit WIHN in favour of decreasing infection risk. Defining this common upstream signal will be important for future work.

It will also be interesting to define the function of neutrophils within the re‐epithelized wound since the barrier has been restored. It is possible that the neutrophils present at later time points in the healing process are not the classical pro‐inflammatory N1 subtype of neutrophils, but more recently discovered anti‐inflammatory N2 neutrophils. Initially identified in cancer, N2 neutrophils have impaired anti‐tumour capacity and express gene characteristic of alternatively activated M2 macrophages, such as arginase‐1 (Arg1) and mannose receptor C‐type 1 (Mrc1).^73^ Studies in myocardial infarction show that neutrophils are temporally polarized between the two subtypes, beginning as N1 neutrophils and shifting towards N2 as inflammation recedes and tissue repair proceeds.^74^ Additionally, recent evidence shows that a related subtype of immature neutrophil can promote axon regeneration post‐crush injury to the optic nerve of mice.^75^ For this reason, it will be important to continue to classify the subtypes of neutrophils present throughout WIHN, rather than focusing sole on mature inflammatory neutrophils.

Another question is whether nuclear RNAs released in NETs have any function besides the general theorized one for released DNA. Since NETs inhibit WIHN, nuclear dsRNA release in NETs might act differently from exogenous or other endogenous dsRNA; perhaps dsRNA in NETs is trapped and not released effectively to stimulate a dsRNA response.

In summary, we demonstrate a novel role for NETs and mature neutrophils to inhibit regeneration (Figure S4). Future studies will be important to further understand the biology of regeneration and test the capacity for neutrophil inhibition to promote regenerative healing.

## CONFLICT OF INTEREST

None of the authors have any conflict of interest regarding this manuscript.

## AUTHOR CONTRIBUTIONS

**Eric Wier:** Conceptualization (lead); Data curation (lead); Formal analysis (lead); Methodology (lead). **Mayumi Asada:** Investigation (supporting). **Gaofeng Wang:** Investigation (supporting). **Martin Alphonse:** Investigation (supporting). **Ang Li:** Investigation (supporting). **Chase Hintelmann:** Investigation (supporting). **Evan Sweren:** Investigation (supporting). **Christine Youn:** Investigation (supporting). **Brittany Pielstick:** Investigation (supporting). **Roger Ortines:** Investigation (supporting). **Chenyi Lyu:** Investigation (supporting). **Maria Daksam:** Investigation (supporting). **Lloyd Miller:** Investigation (supporting). **Nathan K. Archer:** Investigation (supporting). **luis garza:** Conceptualization (lead); Formal analysis (lead); Funding acquisition (lead); Project administration (lead); Supervision (lead); Writing‐review & editing (lead).

## COMPETING FINANCIAL INTERESTS

L.S.M. is a full‐time employee of Janssen Pharmaceuticals and may hold Johnson & Johnson stock and stock options. L.S.M. performed all work at his prior affiliation at Johns Hopkins University School of Medicine, and he has received prior grant support from AstraZeneca, Pfizer, Boehringer Ingelheim, Regeneron Pharmaceuticals and Moderna Therapeutics, was a paid consultant for Almirall and Janssen Research and Development, was on the scientific advisory board of Integrated Biotherapeutics and is a shareholder of Noveome Biotherapeutics, which are all developing therapeutics against infections and/or inflammatory conditions.

## Supporting information

Supplementary Material

## Data Availability

All gene expression data sets have been uploaded to NCBI GEO and are available at the above accession numbers listed in the Methods section.

How the deposited data were processed for this re-analysis (not part of the article)

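Gene expression was measured in re-epithelialized wound tissue at scab detachment on 1 Clariom S array of a Rnasel−/− sample and 1 of a WT sample. The deposited values are log2 signals per probe set that the authors obtained from scanned CEL files with RMA in Partek Genomics Suite, as the methods state. The submitters' processing notes name Partek, RMA and the mm10 genome build, and the version of the software is not given in the sources used here. RMA subtracts background, brings the arrays to a common distribution and summarises probes, which narrows differences of dim genes and removes any overall difference in signal between the arrays. The sorted values of the 2 arrays differed by at most 0.32 log2.

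Probe sets were named through GEO's platform annotation, with symbols updated through Entrez identifiers to the RefSeq annotation of GRCm38.p6. Of 22206 probe sets, 19572 had 1 symbol and were used. The other 2634 had no symbol or several in this table, which were not counted apart, and are called unnamed. The 55 genes with more than 1 probe set were given the mean of their probe sets. Among the unnamed probe sets, 30 were at least 2-fold higher and 47 at least 2-fold lower in Rnasel−/−.

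Differences were computed per gene as log2 Rnasel−/− minus log2 WT, with 2-fold as the threshold for counts. Each of 38 gene lists with at least 5 measured genes was compared with 10000 random lists drawn with the same number of genes from each of 20 bins of mean signal. Random lists hold unrelated genes, whereas members of a list often share a cell of origin, so a list can stand apart more often than unrelated genes would. The number of arrays limits the precision: spread between animals cannot be estimated, and genotype, sex, animal and array cannot be separated. Genes were named by a fixed rule, which took the 10 largest increases and 10 largest decreases among genes at or above the median signal, every gene the paper names in its text or Fig. 1D, and up to 4 members of each list with the largest absolute difference. The values of the Fig. 1D genes were seen in the figure beforehand, and other genes named in the text were chosen after their values were seen.

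Alternatives were centring each array on its median, removing the trend of the difference on signal by lowess (span 0.3), leaving out the dimmest 25% of genes, a floor at the 20th percentile of each array, the brightest probe set of each gene, a 1.5-fold threshold, the top 100 or 500 genes, ranking by the difference divided by the SD at its signal level, and random lists without matching on signal. The scripts were tested on simulated data made from these arrays with 19505 genes: of 200 genes given a log2 change of 2, 100% passed the 2-fold threshold, 38 of 40 lists of 20 unchanged genes lay inside the central 95%, and 40 of 40 lists shifted by 0.5 lay above it. The simulation drew independent noise for each gene and lists of unrelated genes, so it checks the code and not how lists of co-expressed genes behave. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used. The proteomic, germ-free, single-cell and Tlr3 data of the paper were not analysed here.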

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

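The tests on sebaceous gland genes, neutrophil markers, macrophage and dendritic cell genes and the range across cell types were chosen after the results were seen, and those on pigment genes and X-linked genes before, although the lower quartile of the pigment genes was added as a criterion after their values were seen. Each result here is a gene group for which the paper reports no values from these arrays and whose median log2 difference (Rnasel−/− minus WT) lay outside the central 95% of matched random lists, or, for the 3 measured Y-linked genes, the values of a list too short for a percentile. Of 38 lists with a percentile, 19 lay above, 3 below and 16 inside.

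Hair follicle and hair shaft genes had a median of −1.96, with 19 of 21 at least 2-fold lower, among them the hair keratins Krt33a (−3.25), Krt34 (−3.14) and Krt86 (−3.14). Less hair-bearing skin in the Rnasel−/− piece would also lower genes of the sebaceous glands attached to the follicles, but the lower quartile of these was 0.19, far above the upper quartile of the hair genes, −1.35. Follicles at different stages of the hair cycle remain a candidate explanation: the 7 pigment genes, active in growing follicles, were all below 0, and their median of −0.35 met the bound set beforehand against this explanation, a median above −0.5, and it is left open only because their lower quartile, −0.60, lies below that bound. An effect of genotype is also open and was not tested, since each genotype has 1 array.

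The higher chemokine genes came with monocyte and macrophage markers (median 0.73) and dendritic and Langerhans cell markers (median 0.86), and an effect of genotype itself is open and was not tested. More of these cells in the Rnasel−/− tissue may account for this: 16 measured genes that are abundant in them and in no other list had a median of 0.57, above the central 95% of random lists (−0.12 to 0.25), although several, such as Lcp1 (1.09) and Laptm5 (1.02), are made by most leukocytes, neutrophils included. A smaller share of hair follicle cells would raise all other cell types alike, and the test run first went against it, since the medians of 8 cell type lists ranged over 0.89, at percentile 99.2 of the ranges found when their genes were dealt out at random, past the bound set for it. As the low end of that range rests on neutrophil, T and B cell lists of mostly dim genes, the test was repeated after this was seen on genes at or above the median signal without neutrophil markers, where the range over 4 lists was 0.72, at percentile 91.3, and the bound for support was then lowered so that this value counts neither for nor against the explanation. More neutrophils remain open. The 7 granule and maturity markers at or above the median signal had an upper quartile of −0.16. This was below the CC chemokine median of 0.56, as the bound against this explanation required. But these markers are few, as at least 10 were required, a minimum set after this value was seen. Several are also made by keratinocytes, whose wound markers were mostly lower, although Krt16 (−0.08) and Krt17 (−0.13) hardly changed. The other neutrophil markers are dim.

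Y-linked genes had a median of −4.22, with Eif2s3y at −6.60, Uty at −4.22 and Kdm5d at −3.72. Mice of different sex on the 2 arrays may account for this: X-linked genes that escape inactivation (Kdm6a, Eif2s3x, Kdm5c and Ddx3x) had a median of 0.39, past the 0.3 set for this explanation, although single values ran from 0.04 to 0.91. The paper used male and female mice, and sex is taken as confounded with genotype in every difference given here.

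Wound keratinocyte markers had a median of −1.08, with 6 of 10 at least 2-fold lower, Sprr2h (−2.08) and Gjb6 (−2.02) the most. The wound keratins Krt16 (−0.08) and Krt17 (−0.13) hardly changed, and Krt6a and Krt6b had no named probe set, so the list was not lower as a whole. Type I interferon-stimulated genes had a median of −0.28. The M2 and N2 polarisation markers stood at 1.00 and complement and acute-phase genes at 0.65. Lymphatic endothelial markers had a median of 0.54, which includes Ccl21a, and 0.35 with dim values set to a floor. Immediate early and heat shock genes had 0.52, with Fos at 1.68 and Dusp1 at 1.59. Myofibroblast and smooth muscle genes had 0.48, with Actg2 at 1.52. Proliferation genes had 0.44, with 24 of 27 above 0 and none at a 2-fold difference. Skeletal muscle genes also had 0.44, with Myl1 at 2.21. Mast cell markers had 0.40, with Mrgprb1 at 1.22. Dermal papilla markers had 0.39, with Fgf7 and Lepr at 1.28 each and Crabp1 at −1.11. Sebaceous gland genes had 0.36 and blood endothelial markers 0.30, the latter with Selp at 1.59. Circadian clock genes had 0.29, with Nr1d1 at 1.49 and Dbp at 1.40. Interferon-gamma response genes had 0.24 with no 2-fold difference, and 0.43 without the dimmest 25% of genes. Hair follicle morphogenesis signals had 0.22, with Gli1 at 0.80 and Bmp2 at −1.41.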

How the results depend on the processing

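Averaging the Ccl21 copies, using the scaffold probe set of Ccl21b alone and leaving out hair keratin, Krtap and Y-linked genes were chosen after seeing the data. No called difference changed sign: of 1430 alternative values for 295 results, 1354 stayed within 1 SD or 1.5 times the count, 74 moved further and 2 percentiles, of basal keratinocyte and of fibroblast genes, passed the central 95% with random lists not matched on signal. Named genes stayed within 1 SD in 879 of 886 values and list medians in 170 of 189. For single genes most of this agreement was fixed in advance. Leaving out dim genes does not alter the difference of a remaining gene, and median centring shifts all genes alike. The choice of probe set can change only the 55 genes with more than 1.

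At a 1.5-fold threshold, 1213 genes were higher and 1032 lower, since this threshold admits more genes. Without hair keratin, Krtap and Y-linked genes, 245 genes were at least 2-fold lower. With the Ccl21 copies as 1 gene, the CC chemokine median was 0.41. With the floor, the median was −0.050 for the CXC chemokines that attract neutrophils, 0.38 for neutrophil adhesion genes and 0.093 for NADPH oxidase and NET genes, since dim members are set to the floor. Without the dimmest 25% of genes, the neutrophil granule marker median was −0.18. Among the top 100 genes were 2 CC chemokines, 0 chemoattractant receptors, 1 neutrophil adhesion gene and 1 dendritic cell marker. Among the top 500 were 1 CXC chemokine that attracts neutrophils, 2 receptors, 7 adhesion genes, 1 NET gene, 9 macrophage and 7 dendritic cell markers. Scaling by the SD at each signal level left 3 CC chemokines and 1 macrophage marker in the top 200, and the cause was not tested. Macrophage markers in the top 200 numbered 5 without the dimmest 25% and 5 with the floor, as dim genes leave the ranking. No paired analysis was possible because each genotype has 1 array. Signal at or above the median of all genes was found for 7 of 27 neutrophil granule, 4 of 25 skeletal muscle, 1 of 15 T cell and 0 of 10 B cell genes, so these lists rest mainly on dim genes.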

Differences from the paper's values

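For Ccl21b, the paper shows a log2 fold change of about 1.3 in Fig. 1D, read by eye, and the value here is 1.22, the mean of 2 probe sets, a gap above the reading tolerance of 0.05. None of the alternatives set before the data were examined (median centring, lowess, leaving out dim genes, the floor or the brightest probe set) brought it within that tolerance. The probe set of Ccl21b on an unlocalised scaffold alone gave 1.27, within it, a choice made after seeing the values that drops none of the genes in Fig. 1D. The other 8 genes of Fig. 1D were within the tolerance.

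The paper states that Rnasel−/− wounds are enriched in genes associated with neutrophils. Its evidence there is GO analysis with neutrophil chemotaxis at the top, which granule and maturity markers do not measure. The 27 neutrophil granule and maturity markers had a median of −0.03, with 0 members at least 2-fold higher and 2 at least 2-fold lower. The 7 of them at or above the median signal had a median of −0.53. Several of these, such as S100a8 and S100a9, are also made by keratinocytes. Wound keratinocyte markers had a median of −1.08, although Krt16 (−0.08) and Krt17 (−0.13) hardly changed. Elane had −0.22, Camp −0.63, Mpo 0.23 and Padi4 −1.89, and the cells these signals came from cannot be told here. The paper reports Elane, Camp and Mpo as proteins, in wound centre against wound edge, so these RNA values do not bear on that result. In the paper's direction, the 9 genes of Fig. 1D, which the study chose on these arrays, were each at least 2-fold higher. Neutrophil adhesion and migration genes had a median of 0.53 and chemoattractant receptors of myeloid cells 0.41. Other myeloid cells also express the adhesion genes with the largest differences, so these medians do not single out neutrophils. The paper's gene ontology categories and their members were not used here.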

Other observations

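Of 18 complement and acute-phase genes, 6 were at least 2-fold higher in Rnasel−/−, none was 2-fold lower and 5 were below 0. The largest differences were those of the acute-phase protein gene Lbp, the complement component C4b (1.57), the C1 inhibitor Serping1 (2.82-fold) and the positive regulator of the alternative pathway Cfp (2.46-fold). Acute-phase Hp had −0.63. The 10 M2 and N2 polarisation markers went both ways: Retnla (2.95), Mgl2 (1.93), Mrc1 (1.59) and Clec10a (1.37) were higher, whereas arginase 1 (Arg1) had 7.08 in WT and 6.06 in Rnasel−/− (−1.02). Macrophage marker Adgre1 had 0.73. Type I interferon-stimulated genes were below 0 for 22 of 30, with Rtp4 at −1.70, Isg15 at −1.39, Ifit1 at −1.08 and Dhx58 at −1.04, while Tlr3, which senses dsRNA, had 0.47. Stat3 had 0.17, Il6 0.41 at a dim signal, and Fgf9 0.14.

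The 10 largest increases among genes at or above the median signal included Akr1c14 (3.32), Pi16 (2.93), Akr1c18 (2.30), the cytochrome Cyp2g1 (2.32), the extracellular superoxide dismutase Sod3 (2.10) and the major urinary protein gene Mup19 (2.00). Of 9 Mup genes, 5 were at least 2-fold higher, but these copies share sequence and are uncertain as separate measurements. The 10 largest decreases among such genes included Krtap19-4 (−4.98), Krtap19-2 (−4.48), Krtap6-1 (−3.90), Krtap14 (−3.80) and Lyg2 (−3.52). Of 50 keratin-associated protein genes, which encode the matrix of the hair fibre, 47 were at least 2-fold lower, and 67 of the 315 genes at least 2-fold lower had a Krt or Krtap symbol.

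The 40 genes nearest to Rnasel on chromosome 1 (Rnasel itself spans 153749344 to 153768690 of GRCm38) had a median of 0.07, with none at a 2-fold difference, at percentile 70.8 among random lists. The largest was 1700025G04Rik at 0.93.

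Lists with medians inside the central 95% of random lists were basal keratinocyte markers (0.30), differentiated keratinocyte markers (0.11), fibroblast and extracellular matrix genes (0.24), nerve and Schwann cell genes (0.19), adipocyte genes (−0.15) and B and plasma cell markers (0.12). Also inside were inflammatory cytokines and mediators (−0.05), antimicrobial peptide genes (−0.13), the dsRNA sensing and TLR3-IL6-STAT3 pathway (0.17), retinoic acid pathway genes (−0.04), hypoxia and glycolysis genes (0.11) and the other CXC, C and CX3C chemokines (0.03). The sign of the median turned for differentiated keratinocyte markers (−0.091 with lowess), B and plasma cell markers (−0.039 with the floor) and antimicrobial peptide genes (0.049 without the dimmest 25% of genes), and that of basal keratinocyte markers was 0.16 and of fibroblast genes 0.086 with lowess. That of the other CXC, C and CX3C chemokines also turned, to −0.012 with median centring, and was 0.27 without the dimmest 25% of genes. Within these lists, Il33 had 1.27, Csf1 1.05, S100a7a −2.64, Tgm3 −1.70 and Fabp4 −1.53. Erythroid genes had 2 measured members, Slc4a1 (−0.61) and Alas2 (−0.05), too few for a percentile.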
